A study of Mus musculus with 8 samples. Its data were reported in "A Comprehensive Analysis of Fibroblast Growth Factor Receptor 2b Signaling on Epithelial Tip Progenitor Cells During Early Mouse Lung Branching Morphogenesis" (2019).

How the data were processed

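Gene expression was measured on Agilent mouse oligonucleotide arrays in 8 samples of cultured lung. Lungs were isolated from C57BL/6J embryos at E12.5, a stage at which the airway epithelium is branching, and kept as explants on filters with IQ1 at 10 µM or with vehicle. The labels give saline as the vehicle, while the methods dissolve IQ1 in DMSO and name either solvent for controls, so an effect of solvent cannot be separated from IQ1 if the solvents differed. The descriptions of the treated samples also mention FGFR2b inhibition, and grouping followed the treatment label, IQ1 or control. IQ1 is a small molecule used to shift β-catenin away from its coactivator EP300. The labels place 3 IQ1 and 3 control arrays at 9 h, and 1 IQ1 and 1 control array at 24 h, the latter made from pooled lungs. The RNA came from homogenised whole organs, so every value averages over epithelium, mesenchyme, endothelium, mesothelium and blood cells.

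The deposited table holds log2 intensities, 1 value per spot and array, as made by the authors. According to the methods, low-yield RNA was amplified as whole-transcriptome cDNA before labelling, and spot signals were background corrected by NormExp, put on a log scale and quantile-normalised with limma. Values ran from 2.49 to 16.0, and all 8 arrays had a median of 6.29 and a lower quartile of 4.34, so the arrays share one distribution. That step hides any difference in total signal between arrays and makes every difference relative to the other genes of the array. Amplification from little RNA adds error to weak signals, and spot flags and background readings were not used here, so the signal over background of a single spot is unknown. For arrays, their number limits the precision.

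Of the 62976 spots, 43941 carried a gene name and 19035 did not. Spots were named through their accession for 33708 spots, through the listed symbol for 9763 and through a synonym for 463, with 7 left as listed, using a RefSeq gene table of the mouse for names alone. Genome positions were not used here. The 8 named spots with a missing value were left out. For each gene the spot of highest mean signal over the 8 arrays was kept, as the methods describe, which gave 24304 genes. Averaging of replicate spots was not applied. No filter on dim genes was used unless said, in which case the 12152 genes above the median gene mean of 6.72 were kept.

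Differences at 9 h were fitted per gene with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, two-sided), adjusted by the Benjamini-Hochberg method over all genes, with a threshold of 0.05. The test is called limma's moderated test below. A total of 37 gene lists was fixed before the data were examined, as were the tests, most of the other settings tried and the rule for named genes. The lists cover the study's FGF10 signature (early and late), its secondary late 3 genes, its qPCR panel and its lung transcription factors, signalling targets (FGF/ERK, canonical Wnt, Wnt ligands and receptors, β-catenin coactivators, Hedgehog, BMP, retinoic acid), and cell type markers (AT2, AT1, distal tip, proximal airway, general epithelium, mesenchyme, smooth muscle, endothelium, mesothelium, erythroid cells, macrophages, neural crest, cardiac muscle, cartilage). The rest cover cell state (S phase, G2/M phase, p53, hypoxia, integrated and ER stress, cholesterol synthesis, xenobiotic response, immediate early genes, interferon, basement membrane, ribosomal proteins). Each list was tested with limma's geneSetTest on the ranks of the moderated statistic, two-sided, and adjusted over the 37 lists. This test treats genes as independent. The p from camera with an estimated correlation between genes is therefore given beside each list that passed. The FGF10 signature, the union of the early and late lists, was tested alone. It holds only the members that the study's text names, fewer than in the study's own lists.

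At 24 h there were no replicates and no test was made. A list's median difference at 24 h was placed among the medians of 10000 random lists of the same size matched on mean signal in 20 bins. Percentiles at 24 h describe those 2 arrays only. The medians at 9 h were placed in the same way. In the 6-array fit a median above 0 could be the usual value for lists of the same signal, the canonical Wnt targets with 0.34 being at percentile 50.52, so a 6-array median is not to be read against 0 alone. Pearson and Spearman correlations between the 9 h and 24 h differences were computed across genes, which are not independent replicates.

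Leaving out each 9 h array in turn was decided before the data were seen. Because control replicate 2 correlated poorly with every other array, the fit without it is reported beside the fit of all 6 arrays. The 2 fits are called the 6-array and the 5-array fit. The choice to set that one leave-one-out beside the main result was made after seeing the data. In simulated data each gene's noise followed its variance from limma's moderated test in the 5-array fit, except on control replicate 2. That array was given its own real deviations, shuffled among genes of like signal. Changed genes were taken only from those above the median gene. The 6-array fit recovered 0 of 67 genes changed by 2 on the log2 scale and the 5-array fit recovered 58 of 67. For genes changed by 1 they recovered 0 and 2 of 66. In the real 5-array fit over all genes no gene above the median gene passed, so these rates need not hold for the real data. In the 5-array fit 6 of 24104 unchanged genes were called. The set test called 5.3% of unmoved lists with 6 arrays and 5.1% with 5 arrays. The simulated genes varied independently, as that test assumes. These rates therefore do not show how it behaves on lists of correlated genes. In the real lists the estimated correlation reached 0.674 in the 6-array fit, for G2/M genes.

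Named genes were those with the largest differences among genes that passed, up to 10 per direction. Where fewer than 5 passed, the 5 of smallest unadjusted p above the median gene mean were named and said not to pass. For each list up to 4 members of smallest p were eligible, at 24 h those of largest difference, and 20 genes of lung and FGF biology were named in every comparison. Unnamed gene models were counted and not named. The rule was applied again to the 5-array fit after seeing the data. At 24 h the 10 largest differences per direction were taken from genes above the median gene mean.

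The other settings decided in advance were a filter on dim genes, the mean of all spots of a gene, arrays brought to a common median, quantile normalisation over the 6 arrays, an intensity trend with a robust prior, all 8 arrays in 1 fit, array weights, the replicate number as a block, an ordinary equal-variance test without moderation, every spot tested, other set tests (camera with a preset correlation of 0.01, camera with an estimated correlation, fry), parts of the signature, and the signature relative to the general lung epithelium list. For that last setting each epithelial gene was centred first. A version using the raw median level had been run before it, and both are reported. Some genes of the lists are not reported here, and each list's number of genes counts those analysed. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15. The methods speak of independent samples but do not say whether these were separate litters or cultures. The p-values therefore measure the spread between these samples, which may be technical in part.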

Results

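Transcript levels were measured in 8 arrays from cultured E12.5 mouse lungs, 6 after 9 h and 2 after 24 h of culture. At 9 h the labels give 3 arrays with IQ1 at 10 µM (n = 3) and 3 with vehicle (n = 3). At 24 h there was 1 array of pooled lungs per condition, so values at 24 h have no replicate error and no p-value. All levels are quantile-normalised log2 intensities, and all differences are IQ1 minus control. The array number limits the precision of every value.

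Control replicate 2 at 9 h stood apart from the rest. Its Pearson correlation with the other 7 arrays was 0.583 to 0.602, whereas those 7 arrays correlated with one another at 0.953 to 0.982 across all spots. The limma array weight of this array was 0.0319, against 0.759 to 4.16 for the other 5 arrays at 9 h. The comparison at 9 h is therefore given with all 6 arrays and also without this array, as the 6-array and the 5-array fit.

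**Figure D1:**
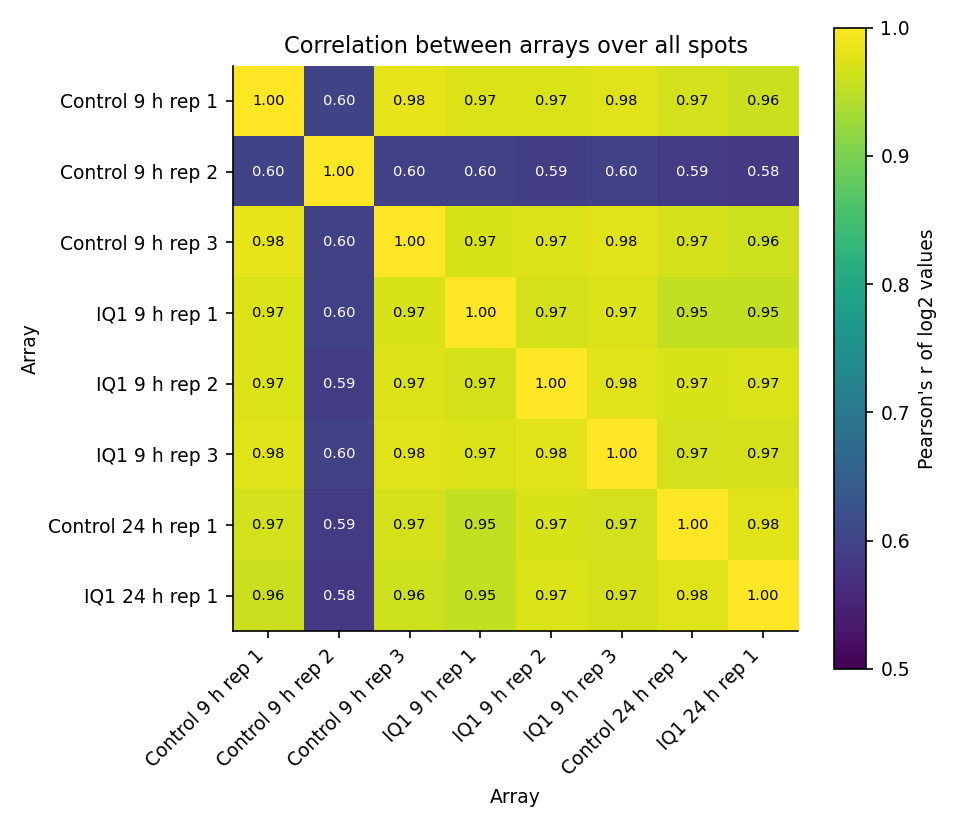
Pearson correlation across all spots of the log2 levels for each pair of the 8 arrays. Control replicate 2 at 9 h correlates at 0.583 to 0.602 with the others, which correlate at 0.953 to 0.982 with one another.

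The first comparison asked which genes differ after 9 h of IQ1. None passed with all 6 arrays, and the levels of 3 genes of small p show the spread. Cd34, a surface sialomucin of endothelial and progenitor cells, had a level of 5.43 ± 0.51 with IQ1 (SD, n = 3) and 9.09 ± 0.06 in controls (SD, n = 3). Dusp6, a phosphatase that switches off ERK, had a level of 9.17 ± 0.07 with IQ1 and 11.22 ± 0.14 in controls (SD, n = 3 each). Mt2, a metal-binding protein induced by zinc and glucocorticoids, had a level of 12.25 ± 0.12 with IQ1 and 7.98 ± 2.03 in controls (SD, n = 3 each), the latter being 9.15 without control replicate 2.

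With all 6 arrays, no gene of the 24304 passed limma's moderated test after adjustment, the smallest adjusted p being 0.627. At an unadjusted p under 0.05 there were 490 genes, 274 higher and 216 lower. Where no gene differs, that threshold is expected to take in a share of 0.05 of the 24304 genes, and 490 falls below that share. An ordinary equal-variance test per gene, without moderation, also gave 0 genes after adjustment, with 792 at an unadjusted p under 0.05, again below that share. Among genes above the median gene, those of smallest p, none of which passed, were Cd34 (−3.67), the MAP kinase phosphatase Dusp2 (−2.99), the stress-responsive kinase Plk2 (−2.35), Dusp6 (−2.05) and the endothelial adhesion molecule Pecam1 (−2.26) among those lower with IQ1. Among those higher were the cholecystokinin receptor Cckar (2.06), the protease gene Cym (3.42), Mt2 (4.27), Mt1 (3.85) and Speer4b (2.18).

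Without control replicate 2, 3 genes fell in limma's moderated test, each with an adjusted p of 0.0408, and none rose. Dmp1, an acidic protein of mineralised matrix, fell by 4.83 on the log2 scale. Sox7, a transcription factor of endothelium, fell by 3.28 and Bcl6b, a transcriptional repressor found in endothelium, fell by 3.20. At 24 h the differences were −2.23, −4.84 and −3.18. With IQ1 these genes had levels of 3.50, 4.15 and 4.95 at 9 h, near the lower quartile of 4.34 on every array. At an unadjusted p under 0.05 there were 2037 genes, 1030 higher and 1007 lower, and the equal-variance test without moderation gave 0 genes after adjustment and 1909 before it.

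The next genes in the 5-array fit did not pass over all genes. Mt2 differed by 3.10 (SE 0.23, adjusted p = 0.0528), Mt1 by 2.81 (SE 0.26, adjusted p = 0.0793) and Cym by 4.14 (SE 0.41, adjusted p = 0.0801). The cytokine gene Il15 differed by 1.95 and Rn7sk, a small nuclear RNA that restrains transcription elongation, by 2.39. Dusp2 (−3.0, adjusted p = 0.0687) and Cd34 (−3.63, adjusted p = 0.0793) were the next on the lower side among genes above the median gene. When the 5-array fit was restricted to the 12152 genes above the median gene, a setting chosen after seeing the data, 31 genes passed, 7 higher and 24 lower. Those 31 included Mt1, Mt2, Cym and Il15 on the higher side, and Cd34, Pecam1, Cdh5, Cldn5, Dusp2, Dusp6, Plk2 and the angiogenic growth factor Vegfa on the lower side. All 31 had the same sign at 24 h, but the share of all genes with the same sign was not computed. Array weights, with all 6 arrays kept, gave 233 genes, 75 higher and 158 lower, which included those 31, and an intensity trend with a robust prior gave 139 in the 5-array fit. When dim genes were left out only at the adjustment, with the fit over all genes kept, 0 genes passed (smallest adjusted p 0.100, with 813 genes at an unadjusted p under 0.05).

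The second comparison asked which cell types and pathways moved together at 9 h. Of the 37 lists, 7 passed in the 6-array fit, with mesothelium, smooth muscle and macrophages higher and endothelium, integrated and ER stress, cholesterol synthesis and the study's qPCR panel lower. The 5-array fit gave 17 lists, 4 higher and 13 lower, which included all 7. With an estimated correlation between genes, camera gave 0 lists after adjustment in either fit, with 3 lists at an unadjusted p under 0.05 in the 6-array fit and 7 in the 5-array fit, whereas camera with the preset correlation gave 8 and 17 lists. For the 7 lists of the 6-array fit the adjusted p with an estimated correlation was 0.355 to 0.791. In the 6-array fit the calls of endothelium, mesothelium and integrated and ER stress held when any single array was left out. Without control replicate 1 the adjusted p was 0.107 for smooth muscle and for the qPCR panel and 0.191 for cholesterol synthesis, and without control replicate 3 it was 0.127 for smooth muscle and 0.118 for the panel, cholesterol synthesis and macrophages. Without IQ1 replicate 1 it was 0.0545 for the panel, without IQ1 replicate 2 it was 0.0570 for macrophages and without IQ1 replicate 3 it was 0.116 for smooth muscle. No member of any list passed over all genes in either fit. The counts adjusted over the list alone are given below for each list.

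Endothelial markers fell in both fits. The median difference was −1.51 in the 6-array fit (adjusted p = 1.05e-06) and −1.80 in the 5-array fit (adjusted p = 1.88e-09). With an estimated correlation the adjusted p = 0.175 in the 5-array fit, and the unadjusted p = 0.0143. Of the 16 markers, 15 were lower in the 6-array fit and 16 in the 5-array fit, and adjusted over the list alone 6 and 14 passed. In the 5-array fit the tight junction gene Cldn5 differed by −2.55, the endothelial cadherin Cdh5 by −2.65, Pecam1 by −2.32 and the VEGF receptor Kdr by −2.08. The list median of each of the 3 IQ1 arrays lay below that of every control array. The erythroid list did not pass, with medians of 0.52 (adjusted p = 0.831) and 0.05 (adjusted p = 0.880) in the 6-array and 5-array fits.

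**Figure D2:**
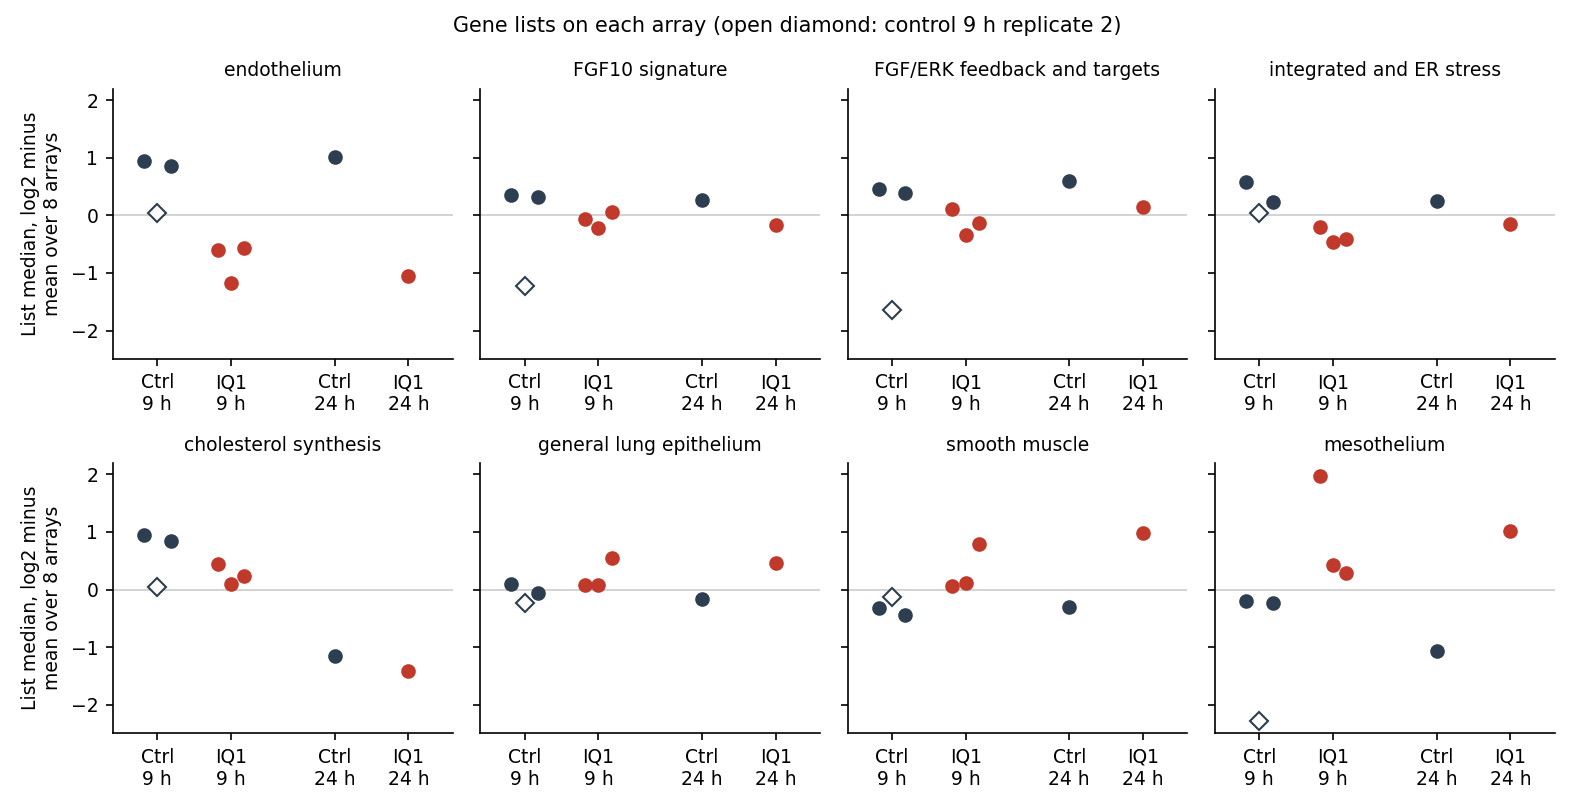
Median log2 level of the members of 8 gene lists on each of the 8 arrays, after subtracting each gene's mean over the 8 arrays; the open diamond marks control replicate 2 at 9 h. The 3 IQ1 arrays at 9 h lie below all 3 controls for endothelium and above all 3 for mesothelium and smooth muscle.

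Mesothelial, smooth muscle and macrophage markers rose in both fits. The mesothelial median was 1.74 in the 6-array fit (adjusted p = 0.00235) and 0.93 in the 5-array fit (adjusted p = 0.000536; adjusted p = 0.409 with an estimated correlation). Its size leans on IQ1 replicate 1, with a list median level of 1.98 against 0.43 and 0.28 on IQ1 replicates 2 and 3. Of 9 mesothelial genes 8 were higher in each fit, among them the neuronal glycoprotein gene Gpm6a (1.65 in the 5-array fit), the retinoic acid synthesis enzyme Aldh1a2 (1.53) and the transcription factor Wt1 (0.76), and adjusted over the list alone none passed. Smooth muscle had medians of 0.74 (adjusted p = 0.0249) and 0.42 (adjusted p = 3.3e-05), the adjusted p being 0.295 with an estimated correlation in the 5-array fit. All 13 smooth muscle genes were higher in the 5-array fit and 4 passed adjusted over the list alone, with myosin light chain Myl9 at 1.33, the coactivator Myocd at 1.46 and calponin Cnn1 at 1.12. Macrophage and leukocyte genes had medians of 0.78 (adjusted p = 0.0249) and 0.38 (adjusted p = 0.000536), the adjusted p being 0.224 with an estimated correlation in the 5-array fit. Of 14 such genes 12 were higher in the 5-array fit and 2 passed adjusted over the list alone, with the mannose receptor Mrc1 at 1.41 and the adaptor Tyrobp at 1.38. In the 6-array fit none of the smooth muscle or macrophage genes passed over the list alone. With the dim-gene filter the 6-array calls were lost for smooth muscle (adjusted p = 0.184) and macrophages (adjusted p = 0.0899).

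Genes of the stress and sterol pathways fell in both fits. Integrated and ER stress genes, which respond to amino acid shortage and unfolded protein, had medians of −0.67 (adjusted p = 8.65e-06) and −0.60 (adjusted p = 2.87e-07) in the 6-array and 5-array fits. The adjusted p = 0.295 with an estimated correlation in the 5-array fit, where 19 of 22 genes were lower and 8 passed adjusted over the list alone. The pseudokinase Trib3 differed by −2.25, the serine synthesis enzyme Psat1 by −1.03 and the ER degradation gene Herpud1 by −1.15. Cholesterol synthesis genes had medians of −0.38 (adjusted p = 0.00444) and −0.66 (adjusted p = 2.61e-06), with 17 of 19 lower in the 5-array fit, 1 passing adjusted over the list alone, and an adjusted p of 0.309 with an estimated correlation. Among them Hsd17b7 differed by −1.12 and Dhcr7, a late enzyme of the pathway, by −0.80. In the 6-array fit no gene of these lists passed over the list alone.

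Genes of DNA replication, p53 and hypoxia fell in the 5-array fit and did not pass with all 6 arrays. S phase genes had a median of −0.40 (adjusted p = 5.01e-06; adjusted p = 0.409 with an estimated correlation), with 16 of 18 lower and none passing adjusted over the list alone. The replicative helicase subunits Mcm4, Mcm6 and Mcm3 differed by −0.81, −0.63 and −0.59. The p53 targets had a median of −0.60 (adjusted p = 1.54e-05; adjusted p = 0.175 with an estimated correlation), with 15 of 17 lower and 4 passing adjusted over the list alone, among them the cell cycle inhibitor Cdkn1a (−2.58), Eda2r (−1.77) and Plk2 (−2.42). Hypoxia and glycolysis genes had a median of −0.37 (adjusted p = 5.78e-05; adjusted p = 0.409 with an estimated correlation), with 19 of 22 lower and 1 passing adjusted over the list alone, Vegfa differing by −1.90 and lactate dehydrogenase Ldha by −0.97. In the 6-array fit the medians were −0.22 (adjusted p = 0.0743), −0.19 (adjusted p = 0.0743) and 0.24 (adjusted p = 0.523). G2/M genes did not pass, with medians of 0.40 (adjusted p = 0.157) and −0.04 (adjusted p = 0.814).

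The third comparison asked whether the genes that depend on FGF10 in the embryonic lung are lower when β-catenin and EP300 are parted by IQ1. The study chose this FGF10 signature on other arrays. The list used here holds only the members named in its text and is shorter than the full signature, and 38 of the 40 genes listed were tested. The signature fell in the 5-array fit, where 30 of the 38 genes were lower, 8 of them adjusted over the list alone and 0 over all genes (unadjusted, 9 were lower and 1 higher at p under 0.05). Sftpa1, which encodes a surfactant protein, differed by −2.45, Lin7a, a scaffold protein of cell junctions, by −2.05, Sh3bgrl2 by −1.59 and the tetraspanin Tspan8 by −2.24. With IQ1 the levels of Sftpa1, Lin7a and Tspan8 were 3.38, 3.62 and 4.52, below or near the lower quartile, so the sizes of these differences are uncertain. The median was −0.35 in the 5-array fit (geneSetTest p = 8.14e-08; p = 0.0305 with an estimated correlation; fry p = 0.00547).

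With all 6 arrays the signature's median was −0.06 and its mean −0.23, with 20 of 38 genes lower, 3 of them adjusted over the list alone. The geneSetTest p was 0.0362, but the p was 0.385 with an estimated correlation, 0.393 by fry and 0.0542 with the replicate number as a block. That call rested on single arrays, with a geneSetTest p of 0.293 and a median of 0.26 without control replicate 1. The p was 0.288 and the median 0.06 without control replicate 3, and 0.0879 and 0.14 without IQ1 replicate 2. The early list had medians of 0.05 in the 6-array fit (adjusted p = 0.370, the mean of −0.27 having the opposite sign) and −0.36 in the 5-array fit (adjusted p = 0.0012). The late list had medians of −0.06 (adjusted p = 0.107) and −0.35 (adjusted p = 5.01e-06). In the 5-array fit 11 of 14 early and 27 of 34 late genes were lower, 4 and 8 passed adjusted over the list alone, and the adjusted p was 0.175 and 0.224 with an estimated correlation.

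No single gene of surfactant or of distal and proximal identity passed over all genes, and their values had both signs. Sftpc, the surfactant gene of distal epithelium, differed by −0.72 in the 6-array fit (SE 0.38) and −0.91 in the 5-array fit (SE 0.23, adjusted p = 0.395). Sftpb differed by 0.05 and −0.92, Pthlh, a signal from epithelium to mesenchyme, by −3.07 and −3.05 (its level of 3.94 with IQ1 being below the lower quartile), and Bspry by −1.43 and −1.26. The ETS factors Etv4 (0.64 and −0.32) and Etv5 (0.39 and −0.26) and the progenitor regulator Id2 (0.91 and 0.03) did not pass in either fit. Neither did the distal factor Sox9 (−0.15 and −0.58), the proximal factor Sox2 (1.07 and 0.23) or the ligand Shh (0.10 and 0.39). Ctnnd2 (−0.76 and −0.44), Sp5 (−0.72 and −0.11), Cytl1 (−1.85 and 0.07) and Gprc5a (0.94 and −0.07) did not pass either.

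The qPCR panel, genes that the study measured in IQ1-treated explants, fell in both fits. Its medians were −0.72 (adjusted p = 0.0249) and −0.44 (adjusted p = 0.0012), with an adjusted p of 0.355 and 0.175 with an estimated correlation. In the 5-array fit 11 of 13 were lower and 4 passed adjusted over the list alone, against 8 and 2 in the 6-array fit. With the dim-gene filter the panel's 6-array median was −0.15 and the call was lost (adjusted p = 0.0833). Most of these genes also belong to the FGF10 signature, so the lists overlap. The secondary late 3 genes fell in the 5-array fit (median −0.23, adjusted p = 0.0361, 12 of 14 lower, 1 adjusted over the list alone, adjusted p = 0.295 with an estimated correlation), with the chromatin protein Hmga2 at −1.11, and did not pass with 6 arrays (−0.47, adjusted p = 0.196).

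FGF/ERK feedback genes and distal epithelial markers fell in the 5-array fit and did not pass in the 6-array fit. The FGF/ERK list had a median of −0.61 (adjusted p = 0.00667; adjusted p = 0.215 with an estimated correlation), with 11 of 16 lower, and adjusted over the list alone 5 lower and 1 higher genes passed. Dusp6 differed by −1.97, Dusp4 by −1.20 and the ERK inhibitor Spred2 by −1.10, while the immediate early factor Egr1 differed by 0.99. In the 6-array fit the list's median was 0.15 (adjusted p = 0.523), the direction of the test being lower. Distal tip markers had medians of 0.37 in the 6-array fit (adjusted p = 0.700) and −0.27 in the 5-array fit (adjusted p = 0.0255; adjusted p = 0.245 with an estimated correlation), with 12 of 17 lower and 2 passing adjusted over the list alone. AT2 and distal secretory markers had medians of 0.02 (adjusted p = 0.406) and −0.28 (adjusted p = 0.0423; adjusted p = 0.420 with an estimated correlation), with 13 of 20 lower in the 5-array fit, 2 of them adjusted over the list alone. In that list the lipid desaturase Scd1 differed by −1.85 and the lysozyme gene Lyz2 by 1.64.

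General epithelial genes rose in the 5-array fit, with a median of 0.25 (adjusted p = 0.0287; adjusted p = 0.594 with an estimated correlation), 18 of 25 higher and 3 passing adjusted over the list alone. The keratins Krt8, Krt18 and Krt7, which mesothelium also expresses, differed by 1.44, 1.16 and 1.44. On the lower side, the epithelial cadherin Cdh1 differed by −1.95 in the 6-array fit and −1.05 in the 5-array fit, and the membrane protease St14 by −1.17 and −0.76. Without the keratins the median of the other 21 genes was 0.21, with 14 higher. The 6-array median was 0.41 (adjusted p = 0.181). Proximal airway markers did not pass (−0.07, adjusted p = 0.950, and 0.15, adjusted p = 0.208), nor did AT1 markers (0.96, adjusted p = 0.0897, and 0.26, adjusted p = 0.241) or the study's lung transcription factors (0.35, adjusted p = 0.923, and −0.19, adjusted p = 0.261). Adjusted over the list alone in the 5-array fit, 1 proximal gene was higher, 1 AT1 gene higher and 1 lower, and 1 lung transcription factor lower.

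Wnt targets, the genes nearest to the action of IQ1, did not pass as a list at 9 h. The canonical Wnt targets had medians of 0.34 (adjusted p = 0.456) and −0.10 (adjusted p = 0.636), with 12 of 22 lower in the 5-array fit and none passing adjusted over the list alone. The feedback gene Axin2 differed by 1.13 and 0.20, the β-catenin partner Lef1 by 0.14 and −0.92 and the growth factor Bmp4 by 0.37 and −0.29 in the 6-array and 5-array fits. In the 5-array fit the adhesion receptor Cd44 differed by −1.25, Myc by −1.05, the Wnt receptor ligase Znrf3 by 0.78 and Fgf9 by 1.5. Wnt ligands and receptors had medians of 0.42 (adjusted p = 0.129) and 0.14 (adjusted p = 0.435), with the mesenchymal ligand Wnt2 at −1.53 and the epithelial ligand Wnt7b at −0.08 in the 5-array fit. The coactivator list had medians of 0.35 (adjusted p = 0.456) and −0.10 (adjusted p = 0.440), and Ep300 itself differed by 1.45 and 0.52, and by −0.10 at 24 h.

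The mesenchyme and its signals did not pass in either fit. Lung mesenchyme had medians of 0.16 (adjusted p = 0.950) and −0.14 (adjusted p = 0.147), with the receptors Pdgfrb and Pdgfra at −1.43 and −0.65 in the 5-array fit. Fgf10, the mesenchymal signal for branching, differed by 0.19 and −0.51. Hedgehog targets had medians of 0.62 (adjusted p = 0.196) and −0.02 (adjusted p = 0.998), BMP targets 0.88 (adjusted p = 0.287) and 0.03 (adjusted p = 0.925) and retinoic acid targets 0.25 (adjusted p = 0.456) and 0.24 (adjusted p = 0.261). Of other tissues, cardiac muscle had medians of 0.52 (adjusted p = 0.260) and 0.41 (adjusted p = 0.145), cartilage −0.20 (adjusted p = 0.181) and −0.22 (adjusted p = 0.273) and neural crest −0.02 (adjusted p = 0.950) and 0.07 (adjusted p = 0.849).

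Among the remaining lists, none of which passed, immediate early genes had medians of 0.61 (adjusted p = 0.0743) and −0.01 (adjusted p = 0.440). The xenobiotic response had 0.31 (adjusted p = 0.483) and 0.22 (adjusted p = 0.241), with the aryl hydrocarbon receptor target Cyp1b1 at 1.08 and haem oxygenase Hmox1 at 0.74 in the 5-array fit. Interferon response genes had 0.10 (adjusted p = 0.431) and 0.11 (adjusted p = 0.924), and basement membrane genes −0.04 (adjusted p = 0.310) and −0.17 (adjusted p = 0.357). Ribosomal proteins had −0.00032 (adjusted p = 0.489) and −0.04 (adjusted p = 0.440). The median differed in sign from the mean or the test for the early, FGF/ERK, hypoxia, AT2, proximal airway, interferon, neural crest and ribosomal lists in the 6-array fit. In the 5-array fit this was so for Hedgehog, BMP, erythroid, interferon and immediate early genes.

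The fourth comparison set the pooled IQ1 lungs against the pooled control lungs at 24 h. Endothelial genes were lower and mesothelial, smooth muscle, immediate early and general epithelial genes higher. Among genes above the median gene, the largest differences on the lower side were Cd34 (−3.61), Cdh5 (−3.48), Lef1 (−3.25), the mesenchymal forkhead factor Foxf2 (−3.23), Arap3 (−3.04), the potassium channel Kcnj2 (−3.03), Dusp2 (−2.93), Chn2 (−2.92), the laminin chain Lama3 (−2.79) and carbonic anhydrase Car2 (−2.76). On the higher side they were the uroplakin Upk3b (2.76), Fosb (2.66), Aldh1a2 (2.65), S100a6 (2.63), Cym (2.61), Mt1 (2.26), Cd55 (2.20), the heat shock protein Hspb1 (2.14), Cadm3 (2.11) and Chodl (2.09).

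At 24 h the FGF10 signature had a median of −0.32, at the 0.01 percentile of 10000 matched random lists, with 25 of 38 genes lower. Under other settings the median ran from −1.04 to −0.17. The early list had −0.62, the late list −0.44 and the qPCR panel −0.63, each below all matched lists, and late 3 had −0.11 (percentile 20.1). Sftpc differed by −2.37, Tspan8 by −3.36, Pthlh by −1.69, Ctnnd2 by −1.52, Sox9 by −0.87, Etv5 by −0.73, Sftpa1 by −0.66, Cytl1 by −0.63 and Sp5 by −0.51. Smaller differences were seen for Etv4 (−0.14), Bspry (−0.06), Shh (−0.03), Id2 (−0.02), Sftpb (0.07) and Gprc5a (0.15), and Sox2 differed by 1.14. Canonical Wnt targets had a median of −0.32 (percentile 0.44), with Axin2 at −0.74, the stem cell receptor Lgr5 at −1.17 and Tcf7 at −0.76.

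Of the cell types, endothelium had the lowest median at 24 h, −2.18, with 15 of 16 genes lower, whereas no matched list lay below −0.60. Mesothelium had 1.95 (8 of 9 higher), smooth muscle 1.17 (13 of 13 higher), cardiac muscle 1.08 (9 of 10 higher), macrophages 0.71 (13 of 14 higher) and general epithelium 0.56 (21 of 25 higher), or 0.31 (17 of 21 higher) without the keratins. The percentiles of the full lists were 100, except for macrophages at 99.99. Proximal airway had 0.48 (percentile 99.55), AT1 0.14 (86.97), AT2 −0.36 (0.13), distal tip −0.14 (13.02), erythroid cells 0.09 (73.3), neural crest −0.03 (36.57), cartilage −0.0048 (44.57) and lung mesenchyme −0.41, below all matched lists. The heart genes Tnnt2 and Actc1 differed by 1.77 and 1.51.

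Among pathways at 24 h, immediate early genes had a median of 1.21 and retinoic acid targets 0.85, both at percentile 100. The other positive medians were Wnt ligands and receptors at 0.26 (percentile 98.47) and interferon at 0.0095 (41.04). Lower medians were those of FGF/ERK feedback at −0.41 (0.02), cholesterol synthesis at −0.35 (0.06), BMP targets at −0.31 (1.33), p53 at −0.29 (0.66), integrated and ER stress at −0.28 (0.09), S phase at −0.22 (0.67) and G2/M at −0.22 (1.34). Closer to 0 were the lung transcription factors at −0.14 (15.61), the coactivators at −0.11 (18.26), Hedgehog targets at −0.10 (21.14), ribosomal proteins at −0.10 (5.5), basement membrane at −0.05 (34.93), the xenobiotic response at −0.02 (41.87) and hypoxia at −0.0072 (45.13). For the xenobiotic and cartilage lists the mean at 24 h had the opposite sign to the median.

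**Figure D3:**
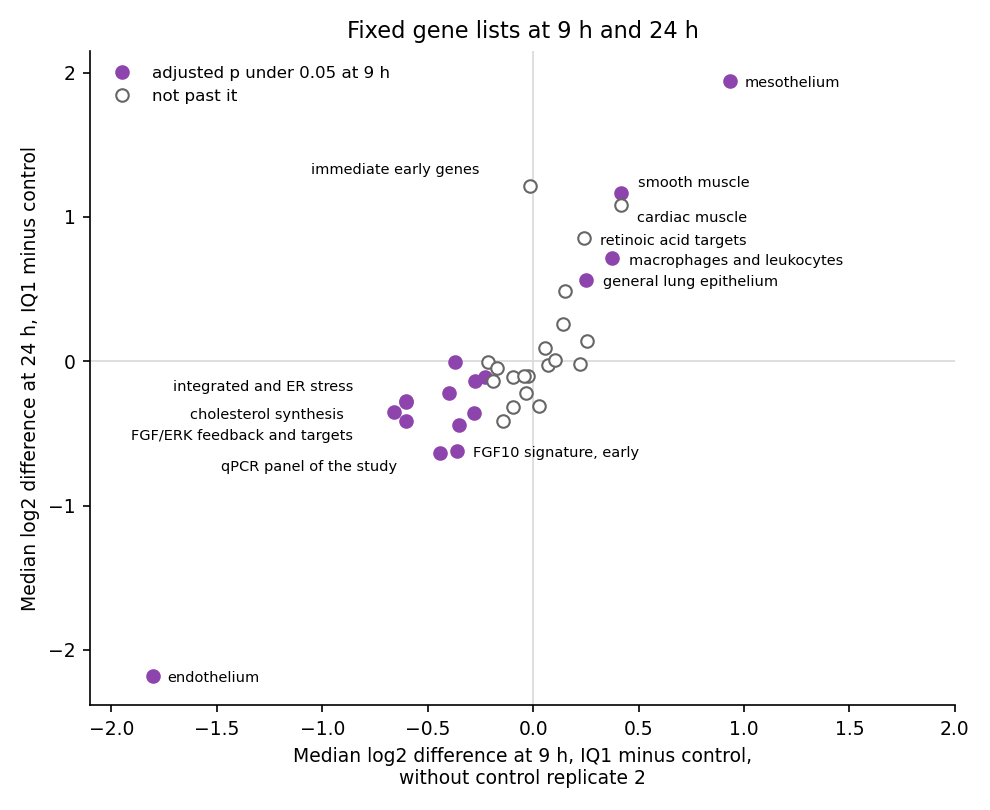
Median log2 difference, IQ1 minus control, of each gene list at 9 h without control replicate 2 (horizontal axis) and at 24 h (vertical axis, 1 array per condition); filled points passed at an adjusted p under 0.05 in the 5-array fit. Endothelium lies lowest on both axes, at −1.80 and −2.18, and mesothelium highest, at 0.93 and 1.95.

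The fifth comparison asked how far the differences at 9 h and 24 h went together. Across the 12152 genes above the median gene, the Pearson correlation was 0.238 and the Spearman correlation 0.199 with all 6 arrays at 9 h. Without control replicate 2 they were 0.521 and 0.407. Of the genes in this set with an unadjusted p under 0.05 at 9 h, 145 of 157 (92.4%) had the same sign at 24 h in the 6-array fit and 710 of 813 (87.3%) in the 5-array fit. The 157 are fewer than a share of 0.05 of the 12152 genes, and the 813 are more. The share with the same sign over all 12152 genes was not computed, so these percentages have no baseline. Genes are not independent replicates, so no p is given.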

Values the study reported

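For the 9 h arrays the study gave n = 2 controls against n = 3 explants with IQ1, and for its FGF10 gene set it reported a p below 0.001 in the direction of lower expression. By qPCR after 24 h of IQ1, with n = 3 controls and n = 5 treated explants, it reported that 10 of the 13 genes it measured were strongly reduced, while Sox9 and Shh were not changed. It also named Gprc5a as an exception. For protein after 9 h of IQ1, it reported by immunofluorescence less SOX9 and SOX2 reaching further distally.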

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

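The tests of register, tissue identity, endothelium, blood and epithelial share were chosen only after the results they bear on had been seen. The test of signal-dependent scatter and the count of other splits were fixed before their values were known.

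At 9 h, 7 named genes had all 3 IQ1 arrays beyond all 3 controls, and the single pair at 24 h differed in the opposite direction. For any 1 gene chance gives such a separation of 3 against 3 in 10% of cases, and 277 genes were looked at. The differences at 24 h were 0.69 for Arrdc1, −0.10 for Ep300, 0.030 for Timp3, −1.25 for Calca, −0.18 for Nusap1, −0.28 for Kif20a and 0.75 for P4ha1. At 9 h the 6-array differences were −2.09, 1.45, −0.69, 1.5, 0.36, 0.33 and −1.34 in the same order. Some of them lean on control replicate 2. In the 5-array fit Arrdc1 differed by −0.43 and Ep300 by 0.52, and P4ha1 had a level of 10.95 on that array against 8.85 and 8.27 on the other controls at 9 h. The difference was not tested for any of the 7. None of the 38 lists went opposite ways when the list's median level on each array was compared. The xenobiotic list, whose 3 IQ1 arrays lay above all 3 controls at 9 h, also had a higher median level with IQ1 at 24 h, although the median of its gene differences there was −0.02. Of the spots without a gene name, 0 of 19030 passed limma's moderated test, with 357 at an unadjusted p under 0.05 in the 6-array fit and 1183 in the 5-array fit. The 357 are fewer than a share of 0.05 of those spots, and the 1183 are more.

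Control replicate 2 at 9 h correlated with other arrays at no more than 0.602. Spots read out of register over the whole array are argued against, since the correlation with control replicate 1 was 0.602 with no shift. The 72 shifts of the spot order gave at most 0.0120. A register fault in part of the array was not tested. Another tissue or a wrong label is argued against because its deviations at pairs of spots for 1 gene had a correlation of 0.0581 over 1440 genes, whereas a true difference between arrays gave 0.312. Amplification from few RNA molecules may account for it, since the SD of its deviations was 0.602 for genes at levels of 12 to 14 and 1.94 for genes at 8 to 10, a ratio of 0.310, while control replicate 1 had 0.387 and 0.377. A fault of labelling or hybridisation that mainly scatters weaker signals was not tested and stays open.

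Endothelial genes were lower with IQ1 at both times. The deviating control array is argued against, since the median without it was −1.80, and so is brightness or normalisation, since the lowest of 10000 matched lists was −0.577. Less blood carried with the treated lungs is argued against by the erythroid median of 0.0548. A biological effect of IQ1 on endothelium is therefore a hypothesis consistent with these values. Whole-organ RNA leaves open whether there were fewer endothelial cells or less transcript per cell, and any difference in dissection that spares blood was not tested.

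The FGF10 signature was lower with IQ1 in the 5-array fit. A smaller share of epithelium is argued against as the main cause, since general epithelial genes did not fall with the signature. Their median was 0.251, and 0.212 without the keratins that mesothelium also expresses. That rise leans on IQ1 replicate 3, with a list median level of 0.55. IQ1 replicates 1 and 2 (0.07 and 0.09) lay between control replicates 1 and 3. Single epithelial genes were lower, Cdh1 by −1.05 and St14 by −0.76, and the list's adjusted p was 0.594 with an estimated correlation. With the deviating array included the signature's median was −0.057, at the 0.62 percentile of matched lists, so nearly all of them lay higher in that fit too. An effect of IQ1 on the FGF10 program of the epithelium may explain the shift. A smaller share of epithelium and a loss of distal relative to proximal epithelium stay open. With an estimated correlation the p was 0.0305 in the 5-array fit and 0.385 in the 6-array fit.

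The 6 arrays at 9 h can be split 3 against 3 in 10 ways, so no share under 0.1 can be reached. All 10 splits gave 0 genes, the highest of the others being 0. For the lists, 4 of the 10 splits gave as many as the real split, which gave 7, and the highest other gave 18. For the signature 4 of the 10 splits gave as small a p as the real one, 0.0362, and the smallest other p was 1.83e-05.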

How the results depend on the processing

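The settings that combine the absence of control replicate 2 with another choice, and those using the raw median of the epithelium list, were chosen after seeing the data.

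No gene passed at 9 h in the 6-array fit or under the dim-gene filter, mean of spots, both normalisations, trend with robust prior, all 8 arrays, replicate block, an equal-variance test without moderation or every spot, with 207 to 882 genes at an unadjusted p under 0.05. Each of these counts is below a share of 0.05 of the genes or spots tested. Array weights gave 233 genes, 158 of them lower. Leave-one-out fits gave 0 to 3 genes, the 3 without control replicate 2. Without that array the dim-gene filter gave 31 genes, the trend with robust prior 139 and the brightest spot chosen without it 3. When dim genes were left out only at the adjustment 0 passed, with 813 unadjusted, so the 31 rest on re-estimating the variance prior over the brighter genes. The fits with array weights, and those with 5 arrays, give little or no weight to the 1 array that deviates. The cause of the other differences was not tested.

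The signature at 9 h kept its side of the threshold under the dim-gene filter, although its median was then 0.29, and under mean of spots (−0.11), re-centred arrays (−0.15), quantile normalisation (−0.10), array weights (−0.33), trend, all 8 arrays and preset correlation, the last 3 leaving the median at −0.057. Its median stayed at −0.057 where the call was lost, with a p of 0.0542 with the replicate block, 0.385 with an estimated correlation, 0.393 by fry and 0.0998 without AT2 markers. The early list alone had 0.053 and a p of 0.220. Relative to the epithelium list the median was −0.36 with a p of 0.0499 when genes were centred first and −0.94 with a p of 0.0673 when the raw median was used, so this call depends on the centring, and the second version was the one seen first. Without control replicate 2 these were −0.57 and −1.08, with a p of 1.14e-07 and 7.97e-08. Each version subtracts the same value from every gene of an array, so its p still ranks the signature against all genes. That p does not compare the signature with epithelium. Leaving out 1 array gave medians of −0.35 to 0.26. The calls were lost without control replicate 1 (0.26), control replicate 3 (0.06) and IQ1 replicate 2 (0.14). The cause was not tested.

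The number of lists was 7 to 10 under the other settings with 6 arrays, 17 with array weights and 3 to 17 in leave-one-out fits, with 3 without control replicate 3 and 17 without control replicate 2. Camera with an estimated correlation gave 0 lists (3 unadjusted), and without control replicate 2 also 0 (7 unadjusted). Without that array the dim-gene filter gave 15 lists and the preset correlation 17. The dim-gene filter ended the 6-array calls of smooth muscle (adjusted p = 0.184), macrophages (adjusted p = 0.0899) and the qPCR panel (adjusted p = 0.0833). The distal tip list changed sign without control replicate 2, to −0.27 (adjusted p = 0.0255), its leave-one-out range being −0.27 to 0.70. Its 6-array median of 0.37 (adjusted p = 0.700) lay at percentile 33.85 of matched lists, so there was no rise to reverse. For the ribosomal list the mean of the moderated statistic changed sign under the dim-gene filter (median −0.00263, adjusted p = 0.0165 by geneSetTest). Its 6-array median lay at percentile 33.94 of matched lists, so here too there was no rise to reverse. The cause was not tested. Of named genes under all settings, 22 comparisons passed under array weights and 3 without control replicate 2.

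At 24 h the signature was −0.31 with re-centred arrays, and it moved to −0.17 with the dim-gene filter, −0.51 with mean of spots, −0.62 for the early and −0.44 for the late list, −0.21 without AT2 markers, −0.94 relative to the epithelium list and −1.04 relative to its raw median, always lower. The correlation between times was 0.125 to 0.240 under the other settings and 0.160 to 0.521 in leave-one-out fits, the highest without control replicate 2. Deviations of arrays sharing a replicate number correlated at 0.00379, −0.00359 and 0.0153. The controls were centred on a mean that includes control replicate 2, whose scatter enters each of them. These values therefore cannot show whether the numbers paired the samples. Re-centring moved the median of all genes by 0.0938. Weak signals limit what these arrays can show, and signal over background per spot is unknown.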

Other observations

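The comparisons between control times and the levels on single arrays in this part were chosen after the values were seen and carry no test. The set test in the last paragraph was planned.

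Control lungs at 24 h differed from control lungs at 9 h (replicates 1 and 3) in sterol synthesis above all lists. The cholesterol synthesis median was −2.07, with 17 of 19 genes lower and no matched random list as low, and it was −1.83 with all 3 controls at 9 h. Insig1, a sterol-regulated brake on the pathway, differed by −2.99, the squalene oxidase gene Sqle by −2.23 and Hmgcs1, an early enzyme of the pathway, by −2.15. Hypoxia and glycolysis genes had a median of −0.56 (18 of 22 lower) and mesothelial genes −0.76 (6 of 9 lower). With all 3 controls these medians were −0.23 and −0.19.

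Immune and immediate early genes went the other way with time in culture. All 14 macrophage and leukocyte genes were higher in the control at 24 h, with a median of 0.63, or 0.90 with all 3 controls at 9 h. Immediate early genes had a median of 0.61 (14 of 16 higher, and 1.32 with all 3 controls at 9 h), with Fos at 2.19 and Egr1 at 1.65. The metallothioneins Mt1 and Mt2, which were among the highest with IQ1 at 9 h, also differed by 1.81 and 2.51 between control times. The arrays at 9 h and 24 h were separate experiments, the latter on pooled lungs, so time and experiment cannot be separated in these values.

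The sex-linked transcripts varied between arrays. Xist, expressed from the inactive X, had a level of 5.04 on control replicate 1 at 9 h and 11.99 to 14.01 on the other 7 arrays. The Y-linked gene Uty had 7.74 on that array, 8.12 on IQ1 replicate 1 at 9 h, 7.39 on the pooled control at 24 h and 6.29 on the pooled IQ1 array at 24 h. On the other 4 arrays it had 3.48 to 4.58. IQ1 replicate 1 at 9 h had both transcripts at high levels, its Xist level being 11.99, as did the pooled arrays at 24 h. Only the 24 h samples are described as pooled, and the cause was not tested.

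For the FGF10 set, the two-sided p at 9 h was 0.0362 with 3 arrays against 3 and 8.14e-08 without control replicate 2. The first lies above the bound quoted from the study and the second below it. That bound rests on fewer control arrays than the first and on a longer list, and a bound does not show which p is smaller.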
